# Circadian Rhythm Does Not Affect the miRNA Cargo of Bovine Raw Milk Extracellular Vesicles

**DOI:** 10.3390/ijms241210210

**Published:** 2023-06-16

**Authors:** Mara D. Saenz-de-Juano, Giulia Silvestrelli, Susanne E. Ulbrich

**Keywords:** extracellular vesicles, milk, miRNA, circadian variation, small RNA-seq

## Abstract

Extracellular vesicles (EVs) and their microRNA (miRNA) cargo have been proposed as possible mammary gland health biomarkers in cattle. However, throughout the day, the biologically active milk components, such as miRNAs, may change due to the dynamic nature of milk. The current study aimed to evaluate the circadian fluctuation of milk EVs miRNA cargo to assess the feasibility of milk EVs as future biomarkers for mammary gland health management. Milk from four healthy dairy cows was collected for four consecutive days in the two daily milking sessions in the morning and the evening. The isolated EVs were heterogeneous, intact, and carried the EV protein markers CD9, CD81, and TSG101, as shown by transmission electron microscopy and western blot. The miRNA sequencing results demonstrate that the abundance of miRNA cargo in milk EVs remained stable, unlike other milk components, such as somatic cells, that changed during milking sessions. These findings indicated that the miRNA cargo within milk EVs remains stable irrespective of the time of day, suggesting their potential utility as diagnostic markers for mammary gland health.

## 1. Introduction

Mastitis is still a major issue in dairy cows and the most common reason for antimicrobial use on dairy farms [1]. The sooner the mastitis is detected, the more treatment options remain available and the fewer opportunities the disease has to progress. The most frequent diagnostic test is the routine somatic cell count (SCC) assessment, based on the increase of immune cells in the milk due to inflammation in the mammary tissue [2]. However, as soon as a high SCC is detected (>200,000 cells/mL), the infection is already established. Instead of prevention, clinical intervention remains the only treatment option. Therefore, assessing the SCC test alone does not provide direct information on mammary gland health and homeostasis. Frequent health monitoring enables prompt detection and early treatment of many pathological conditions. Automatic in-line measurement of milk composition can provide information on milk quality alterations and cow health status and be useful for managing the dairy herd [3]. Milk is routinely collected twice daily, making it a more practical supply of biomarkers than blood [4]. It is known that extracellular vesicles (EVs) are crucial in intercellular communication in both normal physiological and disease stages [5]. As they are easily accessible from all biofluids, including milk, studying EVs offers the possibility of detecting the information that cells exchange locally and at the systemic level. Milk EVs originate from the alveolar epithelium and other cells, including immune cells [6,7,8]. Recent evidence supports the biological activity of milk EV in modulating immunity-related diseases [6,7], lactation periods [9], and cell proliferation [10]. Therefore, milk EVs can be considered to reflect the physiological state of the mammary gland, explaining why there is an increasing interest in studying the cargo of milk extracellular vesicles as biomarkers of metabolism and health in dairy ruminants [11].

MicroRNAs (miRNA) are small ~22 nucleotide single-stranded RNAs that are a common and heavily studied EV cargo [12]. They have gained great biomedical interest as disease biomarkers and RNA-mediated therapies [12]. The fact that milk miRNAs are primarily expressed in the mammary gland itself rather than transferred from circulating blood makes them ideal candidates for assessing mammary gland health [13]. Differences in milk EV miRNA cargo have been detected due to mastitis [14,15,16,17], stress from relocation [18], and viral infections [19]. However, milk is a dynamic biological fluid, and circadian fluctuations have been observed in macronutrients such as fat and protein [20]. It is known that the circadian clock controls many aspects of physiology, including EV cargo in plasma EVs [21], small EVs released by tendon fibroblasts [22], and others (reviewed by [23]). In breast milk, it has been found using qPCR that hsa-miR-21-5p, hsa-miR-146-5p, hsa-let-7d-5p, hsa-let-7g-5p, and hsa-let-7a are very stable through 24 hours, while hsa-miR-16-5p had an upregulation pick in the evening [24]. Currently, there are limited studies of milk EV miRNAs and proteins as markers of metabolism and health [11], and information regarding circadian changes in bovine milk EV miRNA cargo is still missing. The current study aimed to evaluate the variance between morning and evening miRNA cargo in milk EVs from healthy cows. This information could have implications for the experimental setting, design, and analysis of milk EVs for diagnostic purposes.

## 2. Results and Discussion

### 2.1. Somatic Cell Count (SCC) Variation in Healthy Mammary Glands

Daily SCC and average SCC values are shown in Supplementary Table S1 and Figure S1. In all cows, the SCC average was below 200,000 cells/mL, indicating that the analyzed quarters were healthy [25,26]. However, we observed a fluctuation in SCC between the morning and evening. 

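In the 16 pairs of a morning and an evening milking from the same cow and day, SCC was higher in the evening in 7 pairs and lower in 9. The larger SCC of a pair was 1.26-fold the smaller at the median. The evening SCC was 3.22-fold lower than the morning SCC in Cow 4 on day 1 and 3.22-fold higher in Cow 3 on day 3. Over the 14 pairs whose EV RNA was sequenced, the mean log2 ratio of evening to morning SCC was -0.17 (SD 0.65), with 6 pairs higher and 8 lower in the evening (exact two-sided permutation test of the sign of each pair, p = 0.355). Over all 16 pairs the mean was -0.05 (SD 0.76, p = 0.788 from the same exact test). SCC therefore moved within days without a common direction that passed the test.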

In Cow 1 and Cow 2, there was one session in which the SCC peaked above 200,000 cells/mL, but the SCC decreased in the following hours to stabilize again. This fluctuation is one disadvantage of using the SCC to diagnose subclinical mastitis because the greater the variation, the more frequent sampling is needed to be a useful diagnostic tool for management decisions [3].

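Somatic cells of milk are largely leukocytes, and their number rises when the udder is infected. Cow 1 reached 297000 cells/mL in the morning of day 3 and had 190000 cells/mL that evening, while its other 6 milkings lay between 39000 and 80000 cells/mL. Cow 2 had 163000 cells/mL in the morning of day 3 and 300000 cells/mL that evening, with the other 6 milkings between 36000 and 89000 cells/mL. Cow 3 had 180000 cells/mL in the morning of day 3 and 579000 cells/mL that evening, with the other 6 between 28000 and 53000 cells/mL. Cow 4 stayed between 18000 and 58000 cells/mL. The mean SCC was 108375 ± 89567 cells/mL in Cow 1, 98625 ± 91431 in Cow 2, 124500 ± 190289 in Cow 3 and 46125 ± 12484 in Cow 4 (SD, n = 8 milkings each). The EV RNA of Cow 3 on day 3 is not among the sequenced libraries, so that 1 library of Cow 1 and 1 of Cow 2 come from milk above 200000 cells/mL.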

### 2.2. Milk EVs Characterization

Milk EV characterization was performed using transmission electron microscopy (TEM), tunable resistive pulse sensing (TRPS), and western blot (WB). The EV samples were intact and heterogeneous (Figure 1a), with populations of small and large extracellular vesicles, as confirmed by TEM and TRPS (Figure 1a,f). Nanogold immunostaining of TSG101 showed the presence of the EV marker on the EVs (Figure 1b) but not in the control without a primary antibody (Figure 1c). The presence of TSG101 was also confirmed by WB (Figure 1d). Additionally, the EV protein markers CD9 and CD81 were detected by WB (Figure 1e). The absence of calnexin (Figure 1d) excluded any intracellular debris contamination from the EV isolation, and together with the TRPS results (Figure 1f), most EVs belonged to a small subtype population.

### 2.3. RNA Extraction and Data Sequencing Output

The total RNA extracted for each sample is shown in Supplementary Table S1. 

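The RNA amount isolated from the milk EVs was 0.921 ± 0.563 ng/µL in Cow 1, 0.806 ± 0.439 ng/µL in Cow 2, 3.19 ± 1.21 ng/µL in Cow 3 and 2.02 ± 1.62 ng/µL in Cow 4 (SD, n = 8 milk samples each). Across the 32 milk samples, Pearson's r between RNA amount and SCC was -0.157 (permutation p = 0.395) and Spearman's rho was -0.343 (permutation p = 0.0558). Without the 2 samples farthest from the median SCC, r was -0.177 (permutation p = 0.359) and rho was -0.365 (permutation p = 0.0476). Over the 28 sequenced samples r was -0.288 (permutation p = 0.113) and rho was -0.392 (permutation p = 0.0399). Because the cows differed in RNA amount, the relation was also computed with cow means removed, which gave r = -0.260 (permutation p = 0.140). Within the cows, r was -0.097 in Cow 1, 0.388 in Cow 2, -0.548 in Cow 3 and -0.633 in Cow 4, with exact permutation p-values of 0.826, 0.319, 0.192 and 0.107. Adjusted over these 4 tests, the smallest p of the exact tests was 0.384. The rank correlation had a p below 0.05 in 2 of the sample sets, where milkings of all cows were exchanged freely. With cow means removed, rho was -0.218 (permutation p = 0.228), and within the cows it was -0.395, 0.667, -0.071 and -0.642 in Cow 1 to Cow 4 (exact permutation p = 0.332, 0.0831, 0.882 and 0.0928).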

There was no correlation between the amount of RNA isolated and SCC (Pearson correlation test, *p*-value = 0.39). The library preparation did not work for all samples, so Cows 1 and 3 included three days of analysis (6 time points) instead of four days (8 time points). 

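Small RNA of milk EVs was sequenced as single-end reads in 28 libraries from 4 cows, of which 14 came from morning and 14 from evening milkings of the same 14 cow and day pairs. Cow 1 and Cow 3 each gave 6 libraries, and Cow 2 and Cow 4 each gave 8. The deposited table holds 132 miRNAs in log2 CPM, which the authors made from the read counts with effective library sizes after cleaning, filtering on CPM, matching to bovine miRNAs and grouping isomiRs. A miRNA without reads stands at a log2 value of 3.55 in every library, which is 11.7 CPM. With a prior count of 2 at the mean library size, all 3696 values gave whole read counts within a tolerance of 0.01. The totals of these read counts were 101968 to 254454 (median 149723) in the morning libraries and 120554 to 325211 (median 164380) in the evening libraries. They were 138703 to 254454 (median 186640) in Cow 1, 101968 to 235938 (median 168752) in Cow 2, 104783 to 169348 (median 134069) in Cow 3 and 123779 to 325211 (median 164886) in Cow 4. The paper's Supplementary Table S1 gives 5300000 to 23000000 clean reads per library, of which the 132 miRNAs hold 0.923% to 2.28%. The values used here rest on the smaller totals. Reads were found in all 28 libraries for 111 miRNAs, and 71 of the 3696 values stand at 0 reads. A count of 0 allows up to 3 reads, which is 8.35 to 32.4 CPM depending on the library and covers counting error only.
The levels were compared with limma on the deposited log2 values, with p-values adjusted over the 132 miRNAs and a false discovery rate (FDR) below 0.05. Cow was a covariate in the comparisons of sessions and in the relation to SCC. The libraries of a cow are repeated milkings of 1 animal, so the p-values between cows measure the spread between milkings. The design, the lists of miRNAs and the rule for naming miRNAs were set before the data were examined, although the values of the paper's Supplementary Tables S3 and S4 had been seen.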

The data analysis was conducted on a local Galaxy system, utilizing the same in-house-developed pipeline previously applied for small RNA analysis [17]. Raw sequencing reads were cleaned with Trim Galore! (Version 0.4.3 by Felix Krueger) by eliminating low-quality sequences, sequencing adapters, short sequences, and PCR duplicates. The number of clean reads used for analysis for each of the 28 libraries is shown in Supplementary Table S1. Subsequently, we generated a count table by combining the unique sequences and read counts from all samples, obtaining approximately 5,500,000 unique sequences. Following CPM filtering, a total of 14,200 unique sequences were obtained. We mapped 3844 sequences to Bos taurus mature miRNAs in the miRBase database (v22.1). All isomiRs were grouped under the canonical form to increase the biological relevance of our findings. The isomiR clustering resulted in 132 unique mature miRNAs (Supplementary Table S2).

### 2.4. Cow Individual Variability and Most Abundant miRNAs in Milk EVs in Healthy Quarters

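miR-196a, which is encoded in the Hox gene clusters, had a mean log2 CPM of 9.28 ± 0.40 in Cow 1 (SD, n = 6 libraries), 10.25 ± 0.39 in Cow 2 (n = 8), 4.61 ± 1.55 in Cow 3 (n = 6) and 9.48 ± 0.33 in Cow 4 (n = 8). miR-885 was highest in Cow 1 (12.72 ± 0.30) and lowest in Cow 3 (9.13 ± 0.57), with 11.45 ± 0.34 in Cow 2 and 11.07 ± 0.66 in Cow 4. miR-2285bi parted Cow 2 (7.22 ± 0.46) and Cow 4 (7.15 ± 0.36) from Cow 1 (4.39 ± 0.56) and Cow 3 (4.88 ± 0.64). miR-2285t parted the same cows the other way, with 10.94 ± 0.37 in Cow 1 and 10.85 ± 0.28 in Cow 3 against 9.72 ± 0.25 in Cow 2 and 9.17 ± 0.39 in Cow 4. miR-190b had 84 reads spread over all 8 libraries of Cow 2, 2 reads in 1 library of Cow 3, and none in Cow 1 and Cow 4, which allows up to 2.81 and 2.12 CPM over their libraries. miR-181a, known from lymphocyte development, had 12.00 ± 0.47 in Cow 3 and between 10.28 and 10.39 in the other cows.
In limma's moderated F test, 62 of the 132 miRNAs differed among the 4 cows. All 3 members of the miR-15/16 family, both members of the miR-181 family, both miR-182 and miR-183, and 5 of 6 miRNAs of the Hox and miR-99 clusters (miR-10b, miR-99a-5p, miR-99b, miR-125a and miR-196a) differed, against none of the 9 members of the let-7 family and none of the 4 of the miR-148 family. The miR-200 family had 2 of 5 members that differed, the miR-30 family 3 of 6, the miR-29 family 2 of 3, and the bovine-numbered miRNAs 11 of 22. By markers of cell types, 3 of 7 epithelial, 5 of 6 immune, 3 of 4 stromal and 4 of 4 red blood cell miRNAs differed, as did 4 of 8 described regulators of clock genes, 1 of the 5 miRNAs stable over the day in human milk and both miR-16 miRNAs. Adjusted over the list alone, each of these counts stayed as given, whereas that of the miR-17/92 and miR-106/25 clusters was 3 of 6 over all miRNAs and 4 of 6. The lists of cell type markers were drawn from the names of the measured miRNAs, and no cell type was assigned from them. The lists share members, so their counts are not separate. The red blood cell list holds the miR-15/16 family, the immune list holds miR-181a and miR-181b, and the stromal list holds miR-10b and miR-99a-5p. The cows took up 43.2% of the variance of the log2 values, where the exchange of whole cow and day pairs among the cows gives 16.9% on average (permutation p = 1e-05, the smallest that the permutations can give). miR-196a had 22 of its 26 reads from Cow 3 in the library of day 2 in the morning.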

The multidimensional scaling (MDS) plot showed a strong cow influence on the miRNA profile of the milk EVs (Figure 2a). However, the four cows shared 46 of the top 50 most abundant milk EV miRNAs (Figure 2b, Supplementary Table S3). These miRNAs were also observed as the most abundant in our previous experiment [17] and the most common in mammalian milk EVs [27]. Thus, the most abundant miRNAs in milk EVs might have a specific function beyond the pathological status of the mammary gland or other individual cow characteristics. 

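let-7a-5p was the most abundant miRNA in each cow, with a mean log2 CPM of 17.61 ± 0.30 in Cow 1 (SD, n = 6), 17.34 ± 0.49 in Cow 2 (n = 8), 17.22 ± 0.26 in Cow 3 (n = 6) and 17.39 ± 0.50 in Cow 4 (n = 8). It took 17.4% of the reads of the 132 miRNAs on average, followed by let-7b with 11.9% and miR-3596 with 11.8%. All 9 members of the let-7 family were among the shared miRNAs, together with the epithelial miR-200a, miR-200b, miR-200c and miR-375, and with miR-148a, which is abundant in milk. The members of the let-7 family differ by few bases, so reads may be shared between them. Of the reads that a library had for the 132 miRNAs, the 46 shared ones held 95.3% to 98.2% (median 96.8%).
Another 9 miRNAs were in the top 50 of some cows only. miR-885 ranked 23 in Cow 1, 36 in Cow 2, 64 in Cow 3 and 41 in Cow 4. miR-181a ranked 30 in Cow 3 and 51 to 53 in the other cows, and miR-2285t ranked 44 and 45 in Cow 1 and Cow 3 and 60 in both other cows. The ranks of miR-141, miR-24-3p, miR-2898, miR-30c, miR-652 and miR-99b lay between 46 and 58 in every cow. Within the shared miRNAs, miR-2340 ranked 13 in Cow 3 and 4 to 6 in the other cows. Ranks were taken from the mean log2 value per cow, and no test was applied to them.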

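Against each of the other cows, Cow 3 had less miR-196a, miR-885, miR-2340, miR-3432a and miR-143, a miRNA of smooth muscle and fibroblasts. It had more miR-181a, miR-181b, miR-25, miR-363, miR-2401 and miR-2904. The log2 difference of miR-196a was -4.68 (standard error 0.42) against Cow 1, -5.65 (0.39) against Cow 2 and -4.87 (0.39) against Cow 4. Without the Cow 3 library of day 2 in the morning, it was -5.29, -6.26 and -5.49. Cow 3 then had a mean of 3.99, near the 3.55 at which 0 reads stand. With 0 reads throughout Cow 3 the values would be -5.74, -6.71 and -5.93, so that the size is limited by depth. For miR-885 the log2 difference was -3.59 (0.26), -2.32 (0.25) and -1.93 (0.25), and for miR-181a it was 1.72 (0.22), 1.61 (0.20) and 1.69 (0.20), in the same order. miR-2401 was higher in Cow 3 by 2.07 (0.37), 2.43 (0.34) and 1.77 (0.34). These 11 miRNAs passed an FDR below 0.05 in all 3 comparisons with limma. With clean reads as a covariate, 6 of them and miR-342 did, and over the 11 the differences had median ratios of 1.00 to 1.01 to those without the covariate, with all signs kept, while the standard errors had ratios of 1.29 to 1.53.

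**Figure D1:**
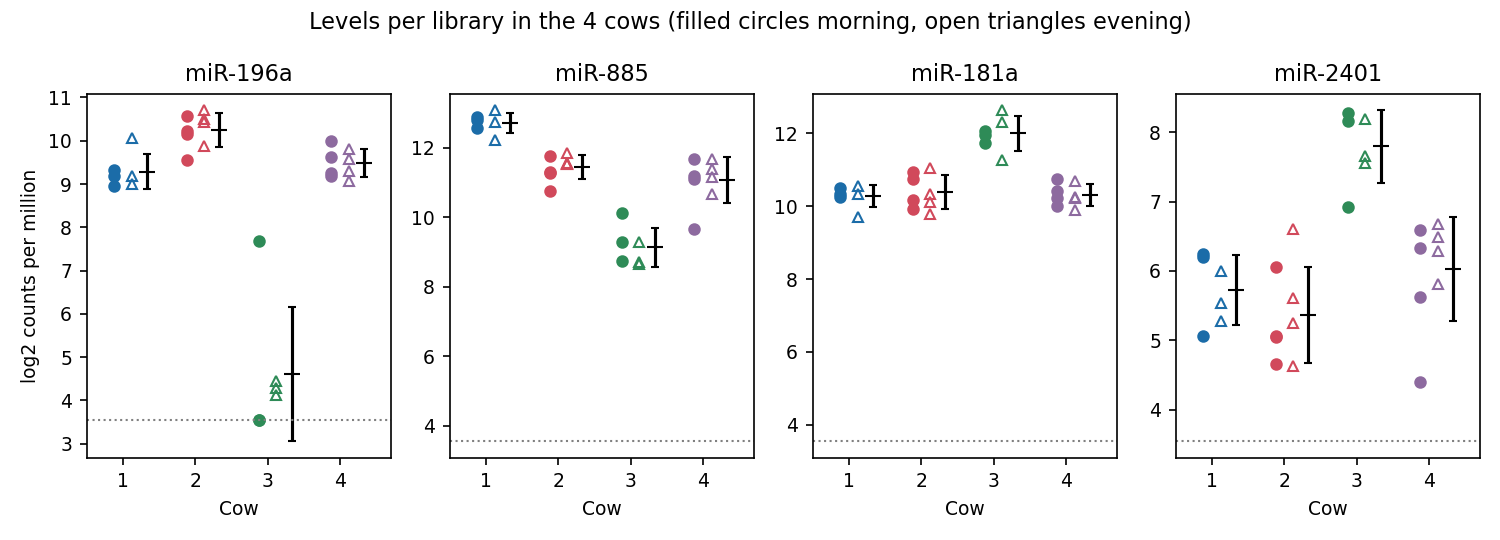
Levels of miR-196a, miR-885, miR-181a and miR-2401 in log2 CPM per library, by cow, with filled circles for morning and open triangles for evening milkings, black bars for the mean and SD, and a dotted line for 0 reads. Cow 3 lies below the other cows for miR-196a, at a mean of 4.61, and above them for miR-2401, at a mean of 7.79.

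In all, 30 miRNAs differed between Cow 3 and Cow 1 (13 higher and 17 lower in Cow 3), 40 between Cow 3 and Cow 2 (22 and 18) and 34 between Cow 3 and Cow 4 (15 and 19). With the library medians set equal, the split was 19 higher and 7 lower against Cow 1, 33 and 14 against Cow 2, and 14 and 17 against Cow 4, and the median difference of all miRNAs moved from -0.06 to 0.11 against Cow 1 and from -0.02 to 0.18 against Cow 2. Of the 61 miRNAs called in any comparison, 4 were called against Cow 1 alone, 13 against Cow 2 alone and 12 against Cow 4 alone. The 3 comparisons share the Cow 3 libraries. The differences of all miRNAs correlated between 2 comparisons at 0.796 to 0.821, and in simulated groups without a difference at 0.531 to 0.580 on average (at most 0.753), because of the shared libraries. Independent lists of these sizes would share 0.58 calls of the same direction in all 3. With the Cow 3 libraries shared out, 2 to each comparison, a median of 5 miRNAs (3 to 7) were called in all 3 in the same direction. The calls per comparison then also fell, to medians of 14, 23 and 14 against Cow 1, Cow 2 and Cow 4. The drop to 5 therefore mixes the smaller number of libraries with the end of the sharing. The differences still correlated between 2 comparisons at medians of 0.672 to 0.681. Morning libraries alone gave 4 miRNAs common to all 3 comparisons and evening libraries alone gave 6. The fits take the 2 milkings of a day as separate libraries. With both milkings kept together, other groupings of the 2 cows gave at most 1 call against Cow 1, 41 against Cow 2 and 25 against Cow 4. The groupings with 41 and with 25 each hold all 3 pairs of Cow 3 in 1 group.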

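Other miRNAs passed the threshold for Cow 3 against 1 or 2 of the cows, and whether they differed between the comparisons was not tested. Against Cow 1, miR-30a-5p was higher (log2 difference 0.54, standard error 0.13) and miR-375, an epithelial miRNA, was lower (-0.60, 0.14). Against Cow 2, miR-3613a (-1.58, 0.28) and miR-574 (-1.51, 0.30) were lower, and miR-574 came near the threshold against Cow 1 too (-0.84, adjusted p = 0.0524). Against Cow 4, the epithelial miR-200b (0.37, 0.10) and miR-26c (0.44, 0.09) were higher, with 0.25 for miR-200b against Cow 1 (adjusted p = 0.0796). miR-92a was higher than in Cow 1 and Cow 2 (0.96, 0.15 against Cow 2), and miR-2898 was lower than in Cow 1 and Cow 4 (-0.81, 0.17 against Cow 4). miR-10b, another miRNA of the Hox clusters, was lower than in Cow 1 (-2.62) and Cow 4 (-1.29), values that are held by the log2 value at which 0 reads stand. It had 78 reads in Cow 1 and 1 in Cow 3, in the library of day 2 in the morning, without which Cow 3 has 0 reads. The log2 ratio of pooled reads to Cow 1 was -6.07, with a 95% exact counting interval of -11.39 to -3.55.
Of the 7 epithelial markers, 1 was lower against Cow 1 (miR-375), 1 was higher against Cow 2 (miR-200c, 0.40) and 2 were higher against Cow 4 (miR-200b and miR-200c, 0.29), with the same counts adjusted over the list alone. With library medians set equal, none was lower and 1, 2 and 1 were higher, and with quantile normalization 1 was lower against Cow 1 and 1 and 3 were higher against Cow 2 and Cow 4. Of the 4 red blood cell markers, 1 was higher in Cow 3 against Cow 1, 3 against Cow 2 and 2 against Cow 4, and none was lower (1, 3 and 3 adjusted over the list alone). Of the 4 stromal markers, 2 were lower and 1 was higher against Cow 1, 1 was lower and 1 higher against Cow 2, and 2 were lower against Cow 4, with the same counts adjusted over the list alone. With library medians set equal, 2 were higher and none lower against Cow 2, and with quantile normalization 1 was lower against Cow 4. Among the 6 immune cell markers, miR-181a and miR-181b were higher in all 3 comparisons, whereas 3 markers were lower against Cow 1, 1 against Cow 2 and 1 against Cow 4 (3, 2 and 3 adjusted over the list alone, and 1 against each cow under both other scalings). No member of the let-7 family passed in any of the 3 comparisons, or when adjusted over the list alone. let-7b came near the threshold against Cow 4 (-0.61, adjusted p = 0.0543). The tests were limma contrasts over all 28 libraries. With clean reads as a covariate, 20 miRNAs differed between Cow 3 and Cow 1, 32 between Cow 3 and Cow 2 and 14 between Cow 3 and Cow 4.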

The different miRNAs between Cow 3, the most different one, and the rest of the cows are only partially shared (Figure 2c, Supplementary Table S4).

### 2.5. No Effect of SCC Fluctuations or Circadian Rhythm in miRNA Cargo of Healthy Quarters

We observed high variability in the milk SCC between morning and evening milking sessions, with two cows exhibiting a high SCC value exceeding 200,000 cells/mL despite the absence of any clinical illness (Supplementary Table S1, Supplementary Figure S1). However, this fluctuation was not observed when analyzing the miRNA content of milk EVs (Figure 2d). This result differs from what has been observed in humans, where hsa-miR-16-5p changes between morning and evening [24]. 

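No miRNA differed between the sessions in limma at an FDR below 0.05. At an unadjusted p below 0.05, there were 2 miRNAs. miR-532 had a log2 difference of -0.38 from morning to evening (standard error 0.18) and was higher in the evening in 5 of 14 pairs. miR-27a-3p had a difference of 0.40 (standard error 0.20) and was higher in the evening in 10 of 14 pairs. The largest difference was that of miR-10b, at -0.47 (standard error 0.24), followed by miR-6529a at -0.43 (0.24) and let-7a-3p at 0.43 (0.29). miR-2340, among the most abundant miRNAs, had -0.31 (0.17) and was higher in the evening in 4 of 14 pairs, and miR-2285av had 0.34 (0.20) and was higher in 11 of 14. The values of miR-93, miR-664b and miR-11980 were 0.28, 0.32 and 0.33. The smallest adjusted p was 0.996.

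**Figure D2:**
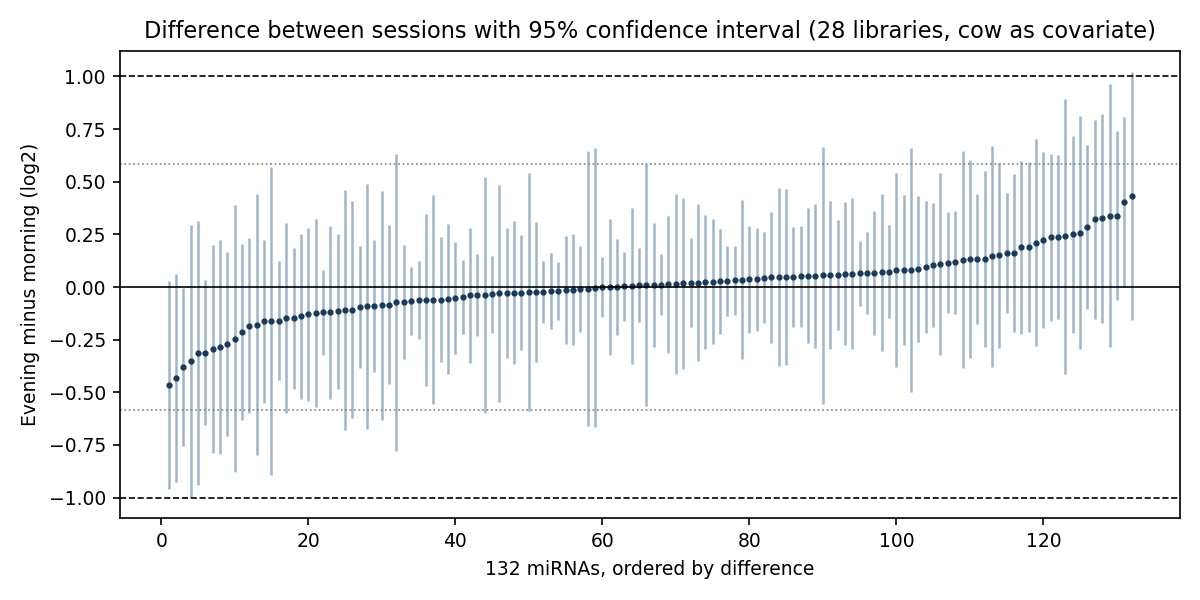
Evening minus morning differences in log2 of the 132 miRNAs, in order of size, with 95% confidence intervals from limma. Dashed lines mark 1 log2 unit and dotted lines 1.5-fold (0.585), and 131 intervals lie within the dashed lines.

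The 95% confidence interval lay within 1 log2 unit of 0 for 131 miRNAs and within 1.5-fold for 85. The exception to the first was let-7a-3p, with an interval of -0.16 to 1.02. A limma-voom fit to the read counts worked back from the log2 values, chosen after the result was seen, put 121 within 1 log2 unit. A miRNA at 0 reads in all libraries of a cow cannot show a change there, as with miR-190b in Cow 1 and Cow 4. Of the 8 miRNAs described as regulators of clock genes, none passed, with differences from -0.16 for miR-194 to 0.10 for miR-29a. The 4 stromal markers had differences from -0.47 to -0.05, and none of them passed. None of the 18 lists held a miRNA that passed when adjusted over the list alone. Session took up 1.46% of the variance of the log2 values, where the exchange of sessions within the cow and day pairs gives a median of 1.87% (exact permutation p = 0.903). With each cow and day pair as a replicate block, limma called 0 miRNAs, with 4 at an unadjusted p below 0.05. In data simulated at this size, a change of 0.5 in log2 was found for 47.8% of changed miRNAs and a change of 1 for 94.8%.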

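The table holds miR-16a and miR-16b as bovine relatives of miR-16-5p, a miRNA that is abundant in red blood cells. miR-16a had an evening minus morning difference of -0.09 in log2 (standard error 0.15, 95% confidence interval -0.40 to 0.22). miR-16b had a difference of 0.05 (standard error 0.20, interval -0.37 to 0.46). Both were higher in the evening in 6 of 14 pairs, and neither passed limma's test over all miRNAs or adjusted over the list alone. The intervals exclude a rise above 0.22 for miR-16a and above 0.46 for miR-16b.
Of the 5 miRNAs reported as stable in human milk, none passed, with the same result adjusted over the list alone. The difference was 0.03 for miR-21-5p (standard error 0.08), 0.00 for let-7g (0.08), 0.05 for let-7a-5p (0.15), -0.02 for let-7d (0.16) and 0.22 for miR-146b (0.20, interval -0.20 to 0.64). With quantile normalization the values of let-7a-5p, let-7d, let-7g and miR-21-5p took the other sign, as did miR-16b without Cow 2 (-0.20), miR-16a without Cow 4 (0.08) and miR-146b without Cow 3 (-0.03).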

Although the milk EV protein showed no difference between morning and evening, there was a cow effect (*p* = 0.003, Figure 2e). Thus, the EV miRNA profile and protein amounts seem cow-specific, as occurs in other milk components [3]. 

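miR-10b had a mean log2 CPM of 6.30 ± 0.51 in Cow 1 (SD, n = 6), 4.14 ± 0.66 in Cow 2 (n = 8), 3.68 ± 0.33 in Cow 3 (n = 6) and 4.97 ± 0.91 in Cow 4 (n = 8). miR-363, a red blood cell marker, had 7.29 ± 0.52 in Cow 3 and 5.36 ± 0.77, 5.46 ± 1.08 and 5.64 ± 0.97 in Cow 1, Cow 2 and Cow 4. miR-143 had 5.52 ± 0.67 in Cow 3 and between 6.58 and 6.98 in the other cows. All of them differed among the cows in limma's F test, with adjusted p-values of 6.2e-06, 0.00356 and 0.00488.
Whether the change from morning to evening differed between the cows was tested with the interaction of cow and session. limma called 0 miRNAs, with 1 at an unadjusted p below 0.05, and the smallest adjusted p was 0.969. The smallest p-values belonged to miR-10b, miR-16b, miR-185, miR-320b, miR-146b and miR-148c. No list of miRNAs held a member that passed when adjusted over the list alone. In simulated data this test found 24.5% of differences of 1 in log2 and 79.8% of differences of 2. The paper proposes that the miRNA profile of milk EVs is specific to the cow.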

A recent experiment also observed this result, where healthy cows showed an individual-specific miRNA cargo profile and EV concentration [17].

## 3. Materials and Methods

### 3.1. Animal Ethics, Milk Collection, and SCC Measurement

The animal experiments adhered to the regulations outlined in Swiss law concerning the ethical treatment of animals used for scientific purposes. Additionally, the study received approval from the Committee of Animal Experiments, Canton of Zurich (Switzerland) (ZH/089/18). The experiment was performed with the experimental dairy cow herd at AgroVet Strickhof (Lindau, Switzerland). Only cows showing a negative California Mastitis Test (CMT) and an SCC lower than 100,000 cells/mL were included in the trial. Before sample collection, teats were well cleaned with a wet towel, and the first 5 mL of the foremilk was discarded. Then, 50 mL of milk was collected manually during the morning and evening milking routine for four consecutive days. The SCC value was determined immediately after collection using the DCC DeLaval machine (DeLaval, Sursee, Switzerland). We removed milk fat, cells, and large vesicles by centrifuging the milk at 3000× *g* for 15 min at 4 °C and 12,000× *g* for 20 min at 4 °C. Then, we store the skimmed milk at −20 °C until further use.

### 3.2. Extracellular Vesicles Isolation

Milk EVs were isolated from skim milk by filtering and ultracentrifugation, as previously performed [17,28]. Briefly, 250 µL of acetic acid was mixed with 25 mL of skim milk previously heated at 37 °C for 10 min. Samples were centrifuged at 10,000× *g* for 10 min at 4 °C to precipitate and remove the casein micelles. The first ultracentrifugation (Optimax 90XE, Beckman Coulter, Nyon, Switzerland) was performed after 0.22 μm filtration of the supernatant for 70 min at 210,000× *g* (4 °C). After a PBS wash of the pellet, ultracentrifugation was performed again using the same conditions. Resuspension of the EV pellet was carried out in 500 µL of PBS. Before aliquoting and storing the samples at −80 °C, a last centrifuge of 10,000× *g* for 5 min at 4 °C was carried out.

### 3.3. Extracellular Vesicle Characterization

EV visualization and characterization were achieved using transmission electron microscopy (TEM), tunable resistive pulse sensing (TRPS), and western blot (WB).

#### 3.3.1. TEM

Extracellular vesicles were visualized using the Scientific Center for Optical and Electron Microscopy (ScopEM) service of ETH Zurich, as previously described [17]. For this, 3 µL of the samples were negative-contrast stained and placed on glow-discharged carbon-coated grids. A TEM Morgagni 268 microscope (Thermo Fisher, Zug, Switzerland) operated at 100 kV was used to image the milk EVs. For the immunogold staining, 10 µL of EVs were placed on the grid for 15 min. After two washes in PBS, milk EVs were incubated with the anti-TSG101 primary antibody (50 µg/mL) for 45 min, washed three times with PBS, and incubated with the Au-labeled secondary antibody (10 µg/mL) for 45 min. After three washes with PBS, milk EVs were fixed with 2.5% glutaraldehyde in PBS for 20 min and proceeded with the negative staining of the TEM imaging protocol.

#### 3.3.2. TRPS

The qNano Gold system (Izon Science Ltd., Christchurch, New Zealand) was used to evaluate the particle concentration and diameter, as previously described [17]. Measurements were conducted on diluted milk EV samples (1:100 in filtered PBS) using the NP150 Nanopore and CPC100 calibration beads.

#### 3.3.3. WB

The milk EV pellet was incubated for 20 min (4 °C, 2000 rpm) in radioimmunoprecipitation assay buffer (RIPA buffer, Thermo Fisher) combined with an anti-protease cocktail (Thermo Fisher) to lyse the EVs and extract the proteins. To perform the Western Blots, 10 μg of protein was mixed with 5 μL Laemmli Buffer (Bio-Rad Laboratories, Cressier, Switzerland) and 10% β-Mercaptoethanol if reductant conditions were necessary. After 10 min of incubation at 95 °C, samples were run in a 4–20% Mini-Protein TGX Stain-free Precast gel (Bio-Rad Laboratories) for 30 min at 200 V. The transfer was performed using the 0.2 μm PVDF trans-blot turbo transfer pack (Bio-Rad Laboratories) and the Turbotransfer (Bio-Rad Laboratories) device, with 1.3 A, 25 V, and 7 min as transfer conditions. Membrane blocking was conducted with 5% skim milk powder in TBS-T (TBS buffer, Bio-Rad Laboratories, with 0.05% Tween 20) for 1 h at room temperature. Incubation with the primary antibodies was conducted overnight at 4 °C. The primary antibodies employed were rabbit anti-TSG101 (Thermo Fisher, PA531260, 1:1000), rabbit anti-Calnexin (Abcam, Amsterdam, Netherlands, ab75801, 1:2000), mouse anti-CD81 (Santa Cruz Biotechnology, Dallas, TX, USA, sc166029, 1:300), and mouse anti-CD9 (MCA469GA, Bio-Rad Laboratories, 1:1000). Non-reductant conditions in the protein electrophoresis were used for CD81 and CD9. The secondary antibodies used were goat anti-rabbit IgG-HRF (Santa Cruz Biotechnology, sc2004, 1:10,000) and goat anti-mouse IgM-HRF (Santa Cruz Biotechnology, sc2005 1:10,000). The precision protein Strep Tactin-HRP was also included (1:10,000, Bio-Rad Laboratories) to visualize the ladder. Band visualization was performed using the ChemiDocTM MP and the ClarityTM ECL kit (Bio-Rad Laboratories). A sample of mammary gland tissue was also included in the gel to provide a positive control for calnexin.

### 3.4. Protein Concentration Measurement and Data Analysis

Protein quantification was performed with the BCA protein assay kit (Thermo Fisher) and the Nanodrop 2000 (Thermo Fisher). Statistical analyses were performed using GraphPad Prism 8.2 software. The normality of the EV protein concentration was assessed using a Shapiro-Wilk test. A multiple linear regression test was performed to analyze EV protein concentration, including time (morning or evening) and cow in the model. Differences were considered significant if *p* < 0.05.

### 3.5. RNA Extraction, Small RNA Library Preparation, and Data Analysis

Total RNA was extracted and measured from 200 μL of milk EVs using the miRNeasy Micro Kit (Qiagen, Hombrechtikon, Switzerland) [17]. Afterward, the Quantus™ Fluorometer and the QuantiFluor^®^ RNA System kit (Promega, Dübendorf, Switzerland) were used to determine the RNA quantity. We used the NEXTflex™ Small RNA-Seq Kit v3 (Bioo Scientific, Austin, TX, USA) to generate libraries starting from 10 ng of total RNA per sample. Library sequencing was performed at the Functional Genomic Centre Zurich (FGCZ) using an Illumina HiSeq2500 (126 bp single-end reads). We cleaned, filtered, and annotated the sequences with the in-house developed pipeline on our local Galaxy system described before [17]. We applied the count per million (CPM) cut-off at 8.29, corresponding to an average of >10 reads per sample for at least 6 of the 28 libraries. We performed differential expression analysis using the Bioconductor package EdgeR [29], and differences with an adjusted *p*-value (false discovery rate FDR) <5% were considered significant. We deposited the small RNA-seq data in the Gene Expression Omnibus database (GEO) under accession code GSE232617.

## 4. Conclusions

Our findings affirm the consistent stability of milk EV miRNAs, irrespective of SCC variations during health and the time of the day, and highlight the potential of milk EV miRNAs as valuable diagnostic and prognostic markers for assessing mammary gland health.

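miR-2285bf fell with SCC, by a log2 slope of -0.57 per doubling (standard error 0.13, adjusted p = 0.0135). miR-141, a member of the epithelial miR-200 family, fell with a slope of -0.31 (standard error 0.08, adjusted p = 0.0321), and miR-320a rose with a slope of 0.27 (standard error 0.07, adjusted p = 0.0321). These 3 of the 132 miRNAs passed limma's test with cow as a covariate, and 16 had an unadjusted p below 0.05. The slope of miR-141 was negative in each of the 4 cows. That of miR-2285bf was -0.69 in Cow 1 and -0.70 in Cow 2 but 0.20 in Cow 3 and 0.07 in Cow 4. That of miR-320a was 0.35, 0.27 and 0.20 in Cow 1, Cow 2 and Cow 4 and -0.34 in Cow 3. miR-29b (-0.51), miR-374a (-0.31) and miR-3600 (-0.25) came next, with adjusted p-values of 0.0613 to 0.0662.

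**Figure D3:**
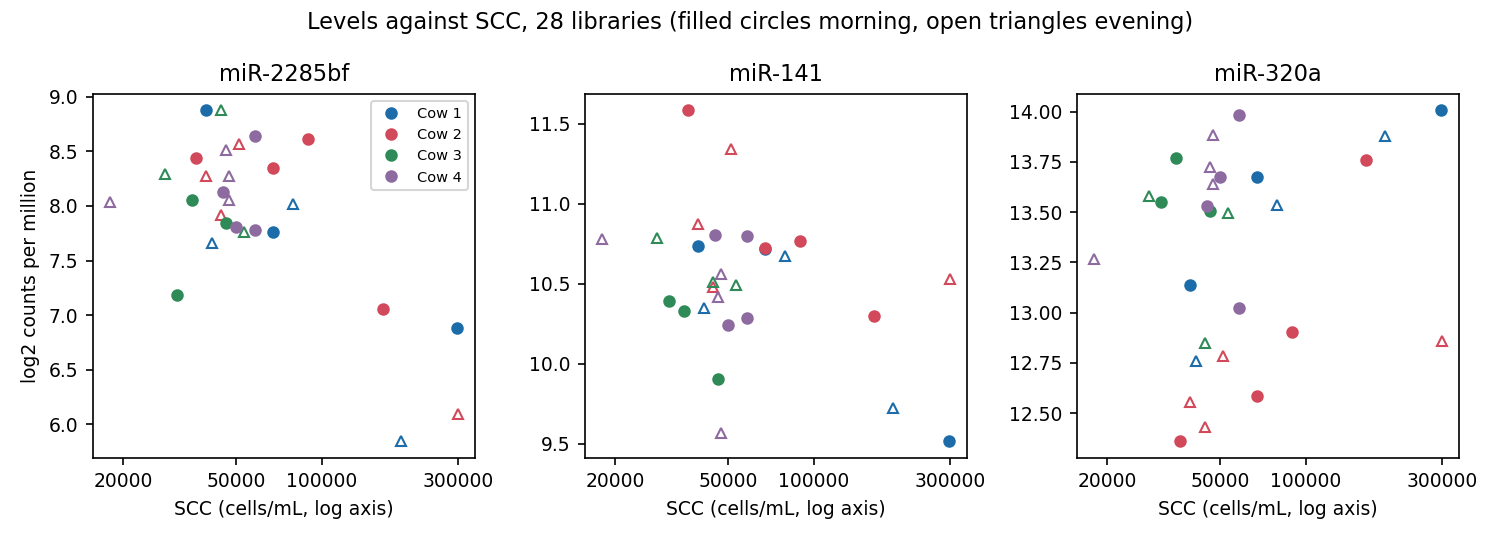
Levels of miR-2285bf, miR-141 and miR-320a in log2 CPM against SCC in cells/mL on a log axis, 1 point per library, with colours for cows, filled circles for morning and open triangles for evening. All points beyond 100000 cells/mL come from Cow 1 and Cow 2.

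Of the 5 members of the miR-200 family, miR-141 fell and 4 did not pass, with the same counts adjusted over the list alone. In the miR-29 family, none of the 3 passed, and 2 fell when adjusted over the list alone. Neither of the 2 miR-16 miRNAs passed, and 1 fell when adjusted over the list alone. In the miR-17/92 and miR-106/25 clusters, none of 6 passed, and 2 rose when adjusted over the list alone. None of the 6 immune cell markers passed, and the slope of miR-146b was 0.24 (standard error 0.12). All libraries above 100000 cells/mL came from day 3. With collection day as a covariate, limma called 0 miRNAs, and the slopes were -0.38, -0.33 and 0.20 for miR-2285bf, miR-141 and miR-320a (adjusted p = 0.799 each). Leaving out the Cow 1 library of day 3 in the evening or that of day 4 in the morning also left 0 calls, and leaving out that of Cow 1 on day 3 in the morning, of Cow 2 on day 1 in the morning or of Cow 2 on day 3 in the morning left 1. Without all libraries of Cow 1, or without all libraries of Cow 2, each of the 3 miRNAs lost its call. The paper concludes that the miRNAs of milk EVs stay stable whatever the SCC of healthy cows and the time of milking.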

## Figures and Tables

**Figure 1:**
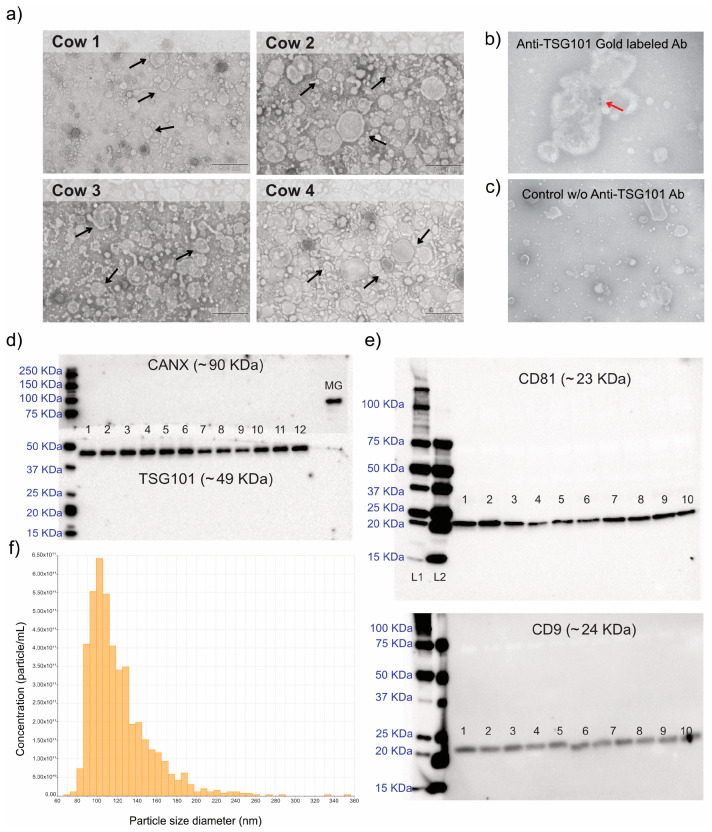
(**a**) Transmission electron microscopy (TEM) analysis of the milk EVs isolated from each cow. Black arrows show microvesicles and exosomes. (**b**) TEM image using gold-labeled anti-TSG101. The red arrow indicates the gold antibody. (**c**) TEM image showing the control using the secondary antibody but not the anti-TSg101. (**d**,**e**) Western blot analysis for CANX, TSG101, CD81, and CD9 protein markers. Pictures show full-length blots. Numbers 1 to 12 indicate different milk EV samples. MG: Mammary gland tissue. (**f**) Representative size distribution graphs from one milk EV sample measured with tunable resistive pulse sensing technology.

**Figure 2:**
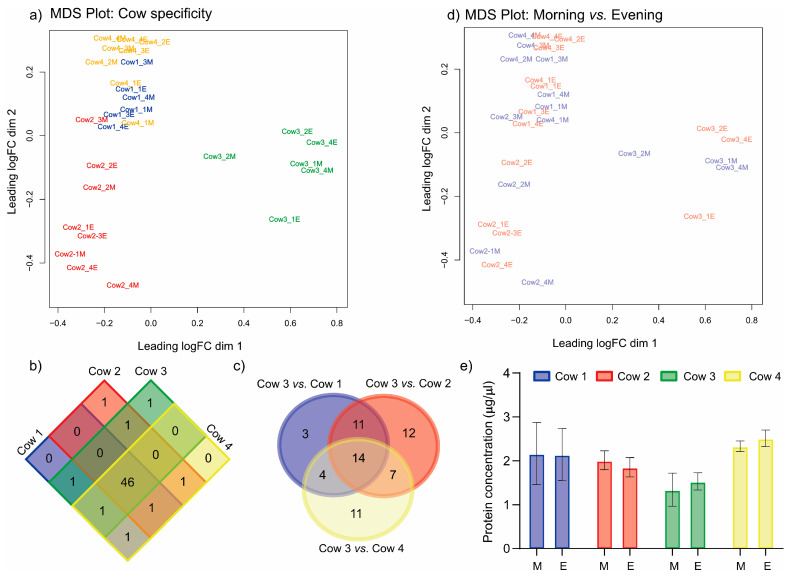
(**a**) Multi-dimensional scaling (MDS) plot of the miRNA profile where each cow is represented by a different color; (**b**) Venn diagram displaying the intersection of the top 50 most abundant miRNAs; (**c**) Venn diagram showing the overlap of altered miRNAs between the three cows; (**d**) MDS plot of the miRNA profile, where morning and evening samples are represented in a different color. The number indicates the collection day (1–4). Mornings (M) are highlighted in blue, and evenings (E) are highlighted in red. (**e**) EV protein concentration for each cow in the morning (M, *n* = 4) and evening (E, *n* = 4) samples. Bar charts show the mean and the standard deviation.

## Data Availability

Small RNA-seq data have been deposited in the Gene Expression Omnibus database (GEO) under accession code GSE232617.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241210210/s1.

# Supplementary material for: Circadian Rhythm Does Not Affect the miRNA Cargo of Bovine Raw Milk Extracellular Vesicles
**Source:** Int J Mol Sci. 2023 Jun 16;24(12):10210. doi: 10.3390/ijms241210210
**Supplement:** Supplementary file 1

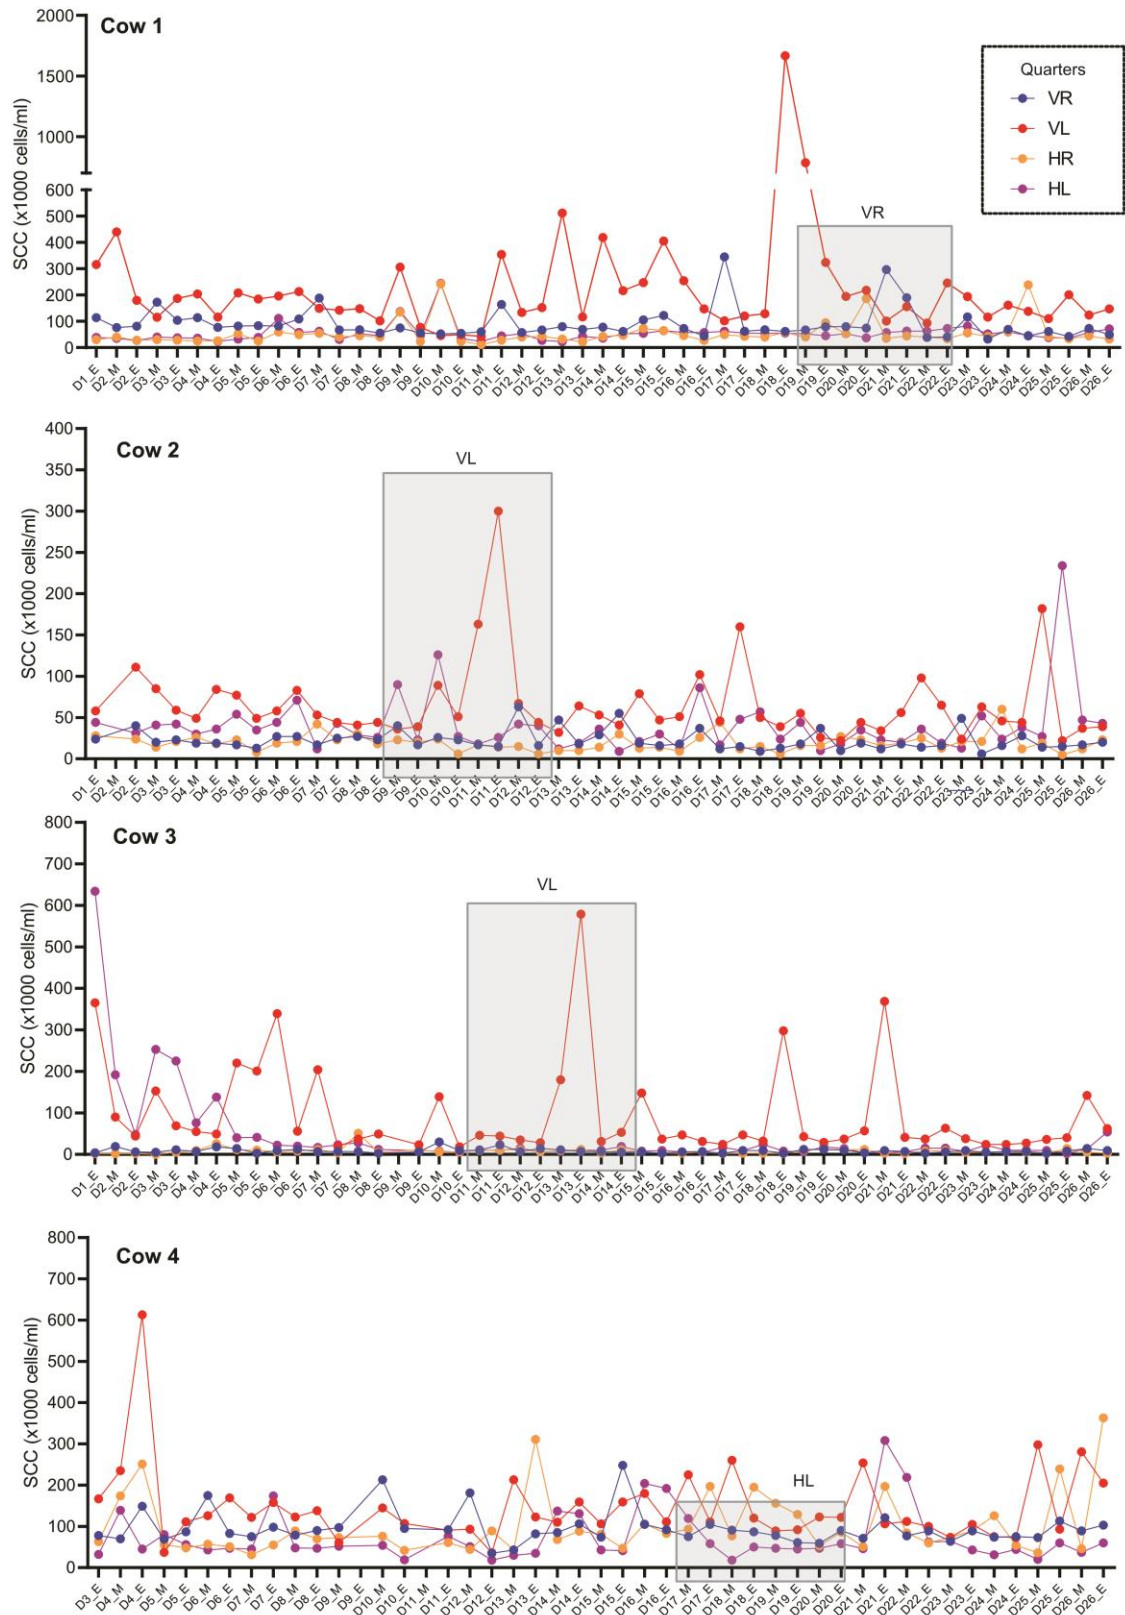

Figure S1. Somatic Cell Count (SCC) of each cow and each quarter values during the morning (M) and Evening (E) for 26 consecutive day

How the deposited data were processed for this re-analysis (not part of the article)

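Milk EV miRNAs were measured by small RNA sequencing in 28 libraries from 4 cows, 14 from morning and 14 from evening milkings. The deposited table gives 1 value per miRNA and library for 132 miRNAs, and the same 132 names stand in the paper's Supplementary Table S2. The authors removed low-quality sequences, adapters, short sequences and PCR duplicates with Trim Galore!, counted unique sequences, applied a CPM filter, matched the sequences to bovine mature miRNAs of miRBase and grouped isomiRs under the canonical form. Following the authors' processing notes, the values are log2 CPM made with edgeR from effective library sizes. The linear values of a library sum to 740685 to 1438475 CPM, since the authors' normalization factors, as worked back from the values, run from 0.696 to 1.35. A read count of 0 stands at the same log2 value in all libraries. No genome build is named in the sources, and no coordinates are given here.

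The read counts were worked back from the deposited values with a prior count of 2 at the mean library size. No value among 3696 missed a whole count by more than 0.01. The totals per library (101968 to 325211, median 158620) set the counting precision, and the limit that 3 reads give was 18.5 CPM in the median library. The 10 most abundant miRNAs took 63.6% to 79.4% of the reads that a library had for the 132 miRNAs (median 70.8%). Reads of EV small RNA come from amplified libraries, so limits from counts cover counting error only. Because the unit of the table is log2, limma was run on the deposited values themselves, and edgeR was not run. The recovered counts served for read totals, for counts of 0, for ratios of pooled reads and for 1 alternative fit.

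All fits used limma 3.58.1 in R 4.3.3, with the mean-variance trend in the empirical Bayes step, two-sided tests and Benjamini-Hochberg adjustment over the 132 miRNAs. The threshold was an FDR below 0.05, as in the paper's methods. Sessions were compared over all libraries with cow as a covariate. The residual degrees of freedom of this fit were 23. Cows were compared by a moderated F test and by contrasts of Cow 3 with each other cow in 1 fit over all libraries. The relation to SCC was the slope on log2 SCC with cow as a covariate, and the difference of the session effect between cows was the interaction of both. SCC values came from the sample labels, which match Supplementary Table S1 in 28 of 28 samples. Variance shares, correlations and rank lists were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 100000 permutations where the values were too many for exact tests. Plots were drawn with matplotlib 3.10.9.

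Each cow and day has a morning and an evening library. Whether these pairs resemble each other was checked on residuals after the removal of cow and session effects, which by itself pulls correlations within a cow below 0 on average. The mean correlation was 0.0774 within pairs and -0.209 between libraries of the same cow from different days. For this reason a fit with each pair as a replicate block stands beside the fit with cow as a covariate. The fits were also tested on simulated data with 20 changed miRNAs among 132 in 20 datasets. Of the changes, 47.8% were found for a session effect of 0.5 in log2 and 4.8% for one of 0.25. For the slope on SCC, 45.0% were found at 0.3 per doubling and 84.8% at 0.5. For Cow 3 against Cow 1, Cow 2 and Cow 4, 66.0%, 78.8% and 75.5% were found at a difference of 1.

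The miRNAs named in the text were chosen by a rule set before the data were examined, when the values of Supplementary Tables S3 and S4 had been seen. The rule takes the 10 smallest p-values for the sessions, the 6 smallest for SCC, for the F test and for the interaction, the 6 higher and 6 lower miRNAs with the smallest p in each comparison of Cow 3, the 10 most abundant miRNAs, the miRNAs the paper names, and up to 4 members of each list. The lists were 11 families, clusters and groups of miRNAs with shared functions, 4 sets of cell type markers, 2 lists from human milk as the paper cites them, and the bovine-numbered miRNAs. miR-25, miR-363 and miR-143, common to the 3 comparisons of Cow 3, and miR-200c, called in 2 of them, were named after their values had been seen.

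The alternatives set before the data were examined covered the variance trend, robust variances, 2 other scalings of the libraries, 2 added CPM constants, a filter on a mean log2 value of at least 7 (94 miRNAs), clean reads, collection day and session as covariates, blocks, other cow terms, single sessions, and the omission of cows or libraries. Further ones were added after the data were examined, among them a limma-voom fit to the recovered counts and the omission of single libraries. Milk samples without a sequenced library entered only the SCC and RNA values. EV protein, particle and microscopy data are not in the deposited table and were left out.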

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

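The test of library size for the Cow 3 library of day 2 in the morning, the reading of miR-190b and the omission of single libraries outside Cow 3 were chosen only after the result was seen.

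The Cow 3 library of day 2 in the morning lay far from the other 5 libraries of Cow 3 in miR-196a, and 2 other low miRNAs had reads in it alone among them. In log2 CPM, miR-196a stood at 7.68 (others 3.55 to 4.45), miR-10b at 4.36 and miR-190b at 4.87, where the other 5 had 0 reads of both. The values of miR-10b and miR-190b are 1 read and 2 reads, and beside 5 libraries at 0 reads any read would stand apart.

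A label from another cow is argued against, since over the 62 miRNAs called among the cows without this library its profile correlated with that of the other Cow 3 libraries (r = 0.592) and had r = -0.370, -0.407 and -0.225 with Cow 1, Cow 2 and Cow 4. Its read total of 116395 lay within the range of the other Cow 3 libraries, 104783 to 169348, which argues against library size. A candidate explanation is that part of the library came from another cow: the share of Cow 2 was estimated at 16.2% (SE 3.59) from miRNAs low in Cow 3 and at 34.6% (SE 11.3) from miRNAs high in Cow 3, and Cow 4 gave 20.5% (SE 5.98) and 42.5% (SE 17.2). The low miRNAs gave -9.34% to -2.58% for the other 5 libraries, but the high ones gave 33.9% to 43.8% for the library of Cow 3 on day 1 in the evening too, and which cow it might be is open, although miR-190b had reads in Cow 2 and in this library alone. No biological explanation was tested, and without this library 28, 41 and 35 miRNAs differed between Cow 3 and Cow 1, Cow 2 and Cow 4.

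Of the values per library tested, 27 miRNA values in 232 groups lay apart from the rest of their cow, where chance gives 11.6, along with 3 sample values in 24 groups. The 27 include those of miR-10b and miR-190b above. The Cow 4 library of day 1 in the morning held 6 of them: miR-148a at 15.82 (others 14.68 to 15.18), miR-2401 at 4.40 (5.62 to 6.68), miR-2898 at 10.14 (10.76 to 11.21), miR-3596 at 15.72 (16.95 to 18.00), miR-3613a at 7.07 (8.67 to 9.30) and miR-374a at 9.28 (7.99 to 8.40). The Cow 2 library of day 3 in the morning held 4: let-7a-3p at 6.90 (8.90 to 10.54), let-7f at 14.15 (15.12 to 15.80), miR-320a at 13.76 (12.36 to 12.91) and miR-3613a at 9.28 (10.06 to 10.55). The Cow 4 library of day 2 in the evening held 3: miR-141 at 9.57 (10.24 to 10.81), miR-16a at 8.15 (9.31 to 9.83) and miR-194 at 4.38 (5.95 to 6.48). In Cow 1, miR-148a stood at 15.69 (14.84 to 15.14) and miR-181a at 9.71 (10.25 to 10.56) on day 3 in the evening, miR-196a at 10.05 (8.94 to 9.33) on day 4 in the evening, miR-3432a at 7.39 (8.30 to 8.81) on day 1 in the evening and miR-93 at 7.61 (8.06 to 8.31) on day 4 in the morning. In Cow 2, let-7d stood at 13.28 (11.95 to 12.57) on day 3 in the evening, miR-29a at 10.99 (9.93 to 10.43) on day 2 in the evening and miR-664b at 4.29 (6.04 to 7.03) on day 4 in the morning. In Cow 3, miR-185 had 0 reads (3.55, others 5.80 to 7.12) on day 4 in the morning and miR-320a stood at 12.85 (13.49 to 13.77) on day 1 in the evening. In Cow 4, let-7f stood at 14.03 (14.91 to 15.28) on day 3 in the evening, the library with the highest read total, 325211 (123779 to 218447).

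The SCC of 579000 cells/mL in Cow 3 on day 3 in the evening lay above the other 7 values of that cow, and the SCC of 18000 cells/mL in Cow 4 on day 1 in the evening lay below its others.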

How the results depend on the processing

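The settings chosen only after the result was seen were limma-voom on the recovered reads, the ratio of pooled reads, the omission of single libraries outside the Cow 3 comparisons, and for SCC the subsets of cows or of libraries, the linear and rank scales and the covariates session and read total.

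No alternative called a miRNA between the sessions, or for the interaction of cow and session, and with each cow and day as a replicate block (paired) the count was 0 too. Of 132 session intervals, 121 (limma-voom) to 132 lay within 1 log2 unit, 124 to 131 when a cow or library was left out (124 without Cow 1 or Cow 4), and 93 of the 94 tested with the filter on low values. Those within 1.5-fold numbered 73 to 126. The count among the cows lay between 50 (clean reads as a covariate) and 68 of 132, and was 46 of the 94 tested with the filter. With fewer libraries, the morning alone gave 5, 21 and 14 miRNAs for Cow 3 against Cow 1, Cow 2 and Cow 4 and 4 in all 3 comparisons, and the evening alone 12, 19, 13 and 6. With clean reads as a covariate, 20 differed between Cow 3 and Cow 1, 14 between Cow 3 and Cow 4 and 7 in all 3 comparisons. With milking number as a replicate block, 28, 39 and 36 differed. The SCC count of 3 was 1 without the variance trend, with quantile normalization, without a cow term and with linear SCC. It was 6 with the filter on low values, which tests fewer miRNAs, and in Cow 1 and Cow 2 only, and 5 with the read total as covariate. It was 0 with collection day as a covariate, for SCC above 200000 against the others, without the libraries above 200000, in Cow 3 and Cow 4 only and for ranks of SCC. Leaving out a cow or a library gave 0 to 6. Without all libraries of Cow 1, or without all libraries of Cow 2, each of the 3 miRNAs lost its call. For single libraries, the loss was to 0 without the Cow 1 libraries of day 3 in the evening or day 4 in the morning and to 1 without those of Cow 1 on day 3 in the morning and of Cow 2 on days 1 and 3 in the morning. The count was 5 without Cow 2 day 2 morning, Cow 3 day 2 morning or Cow 3 day 4 evening, and 6 without Cow 4 day 1 morning. The correlation of RNA amount with SCC was 0.388 within Cow 2. Unless stated, the cause was not tested.

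Among named miRNAs, 1665 of 1787 values kept their direction and side of the threshold, 66 lost and 28 gained the call, 7 moved and 21 took the other sign. In the session differences, all far from the threshold, the sign changed for let-7a-5p (-0.050 with quantile normalization, -0.030 to 0.140 when a cow or library was left out), let-7d (0.019 with equal medians, 0.0044 with quantile normalization, -0.138 to 0.0352 with omissions), let-7g (-0.0321 with quantile normalization, -0.0420 to 0.0699 with omissions), miR-21-5p (-0.0136 with quantile normalization) and, with omissions, miR-146b (-0.0270 to 0.460), miR-16a (-0.173 to 0.0839), miR-16b (-0.205 to 0.295) and miR-99a-5p (-0.0926 to 0.0182). In Cow 3 and Cow 4 only, the SCC slopes of miR-2285bf and miR-374a were 0.11 and 0.13. Depth limits miR-10b, miR-190b and miR-196a, with 1, 2 and 26 reads in Cow 3.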

Differences from the paper's values

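The ratios of pooled reads, the limma-voom fit, the fits without the Cow 4 library of day 1 in the morning and the omission of single libraries for SCC were chosen only after the result was seen, and the other settings named here were set before the data were examined.

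The log2 differences of miRNAs with few reads lay nearer to 0 here than in the paper's Supplementary Table S4. For miR-10b in Cow 3 against Cow 1, the difference was -2.62 here and the paper's value is -5.43. For miR-190b against Cow 2 it was -2.26 and the paper's value is -4.48. For miR-2285bi it was -2.34 against Cow 2 (the paper's value -3.09) and -2.27 against Cow 4 (the paper's value -2.97). For miR-10b and miR-190b, with 1 and 2 reads in Cow 3, the values here are held by the log2 value at which 0 reads stand, and Cow 3 without any reads would give -2.75 and -2.48. No fit to the deposited values could therefore reach the paper's, and none of the alternatives set before the data were examined did. For miR-2285bi these alternatives left the value outside the paper's by more than the standard error, except against Cow 2 in evening libraries only (-2.77). For miR-2904 against Cow 2, the difference was 2.41 here and the paper's value is 2.78. It came within the standard error of the paper's value with collection day as a covariate, with equal library medians, with milking as a replicate block, with only the 2 cows compared, in morning or evening libraries only, and without the Cow 3 libraries of day 1 in the evening or day 2 in the morning. It did not with the other alternatives, that is without the variance trend, with robust variances, quantile normalization, 1 or 32 CPM added, clean reads or session as covariates, or without one of the other Cow 3 libraries. The gap between 2.41 and 2.78 lay close to the standard error of 0.355, so small shifts in either crossed this bound. The value moved toward the paper's with equal medians (2.61) and in evening libraries (2.53). It also did without the Cow 3 libraries of day 1 in the evening (2.68) or day 2 in the morning (2.47). It was 2.42 with collection day or milking, 2.41 with the 2 cows and 2.29 in morning libraries.

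Chosen after seeing the values, the ratio of pooled reads was -6.07 for miR-10b, -4.76 for miR-190b, -3.00 and -2.85 for miR-2285bi and 2.79 for miR-2904, and the paper's values lie within the 95% counting intervals of these ratios (-11.39 to -3.55, -7.83 to -2.86, -3.80 to -2.28, -3.66 to -2.13 and 2.26 to 3.36). For miR-2285bi and miR-2904 the values found here lie within these intervals too, so the intervals do not separate them from the paper's. The intervals cover counting error only. The ratio of pooled reads calls no miRNA, so it drops all of the paper's calls. The limma-voom fit, also chosen after seeing the values, gave -4.14, -3.73, -2.91, -2.81 and 2.85 and left 6 of the paper's 32 calls, 6 of 44 and 2 of 36 uncalled.

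At the same FDR, the paper's table holds 32, 44 and 36 miRNAs for Cow 3 against Cow 1, Cow 2 and Cow 4, of which 25, 37 and 34 were called here. Of the paper's 14 miRNAs common to all 3 comparisons, 10 were common here, and miR-143 was common here alone. The other 4 were miR-15b, miR-30d, miR-32 and miR-342. miR-15b was not called against Cow 1 under any alternative, and was called against Cow 4 with quantile normalization and without the Cow 3 library of day 2 in the morning. miR-30d was called against Cow 1 with the filter on low values or without the Cow 3 library of day 1 in the evening, and against Cow 2 in both of these and without the Cow 4 library of day 1 in the morning. miR-32 was called against Cow 1 without the Cow 3 library of day 1, 2 or 4 in the evening. miR-342 was called against Cow 2 with clean reads as covariate, limma-voom, or without the Cow 3 library of day 2 in the morning. Against Cow 1, miR-669 was called in 10 of 23 alternatives (no variance trend, robust variances, equal medians, quantile normalization, 32 CPM added, the filter on low values, clean reads, limma-voom, without the Cow 3 library of day 1 in the evening, and the 2 cows alone), miR-10174-3p with equal medians or without that library, miR-2478 with quantile normalization and miR-99b with clean reads. Against Cow 2, quantile normalization, the 2 cows alone and the fit without the Cow 4 library of day 1 in the morning each called miR-151-3p and miR-182, clean reads called miR-151-3p, miR-28 was called with equal medians, quantile normalization or without the Cow 3 library of day 2 in the morning or day 4 in the evening, miR-1306 without that of day 2 in the morning, and miR-2890 in none. Against Cow 4, let-7b was called with limma-voom, without the Cow 4 library of day 1 in the morning and without the Cow 3 library of day 2 in the morning.

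The paper's Supplementary Table S3 holds 54 miRNAs in the top 50 of any cow, and 55 were found here, with miR-99b in addition. miR-99b ranked 49 in Cow 2 here, and miR-181a, which the table lists for Cow 2 and Cow 3, ranked 51 in Cow 2. With the median of the log2 values, 54 miRNAs without miR-99b were in any top 50, and 47 were shared by all cows. With the mean of linear values, morning or evening libraries only, or without any 1 of the Cow 3 libraries, there were 55.

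The paper names Cow 1 and Cow 2 as the cows with a milking above 200000 cells/mL, and its Supplementary Table S1 also lists 579000 cells/mL for Cow 3 on day 3 in the evening. The paper states that the miRNAs are stable whatever the SCC, and 3 of 132 miRNAs had a slope on SCC that passed the test here. The count was 0 with collection day as a covariate (adjusted p = 0.799 for each of the 3), as well as without the Cow 1 library of day 3 in the evening or that of day 4 in the morning, and 0 to 6 over all alternatives.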

Other observations

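The test of RNA from immune cells, the exchange of sessions within cows, the exchanges that keep both milkings of a day together and the change on day 3 of miRNAs called without Cow 4 were chosen only after the result was seen.

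Milkings of the same cow and day resembled each other more than milkings of the same cow on other days. After the removal of cow and session effects, the mean correlation across miRNAs was 0.0774 within the 14 pairs and -0.209 between days. The removal by itself pulls correlations within a cow below 0 on average, so -0.209 is in part built in. Of the 28 libraries, 17 correlated best with their own pair among the libraries of the same cow from the other session. miRNAs are not independent replicates in these correlations. In the SCC slopes, miR-29b, miR-29c and miR-29a, which share a seed, were all negative, from -0.51 to -0.16, and of the 22 bovine-numbered miRNAs 1 passed the test for SCC and 21 did not. The let-7 family had slopes from -0.10 to 0.19 with no call, and the miR-148 family slopes from -0.09 to 0.08 with no call.

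For the 3 miRNAs with a slope on SCC, chance was excluded by the count of calls but not by the count at an unadjusted p below 0.05, so that it stays open. SCC exchanged among the milkings of a cow gave at most 2 calls (1 of 100 splits as large, the real one), and SCC exchanged among the days of a cow, with both milkings of a day kept together, gave at most 5 (2 of 100 as large). At the unadjusted p, the real 16 stood against a highest other of 26 and 28 in these exchanges, with 8 and 14 of 100 as large. The 3 calls also fell to 0 without the Cow 1 library of day 3 in the evening or that of day 4 in the morning. The high values of Cow 1 and Cow 2 fell on day 3, so an effect of the day was tested in Cow 4, whose SCC was not raised then. The change of the 3 miRNAs on day 3, signed by slope, was -0.135 (SE 0.195) in Cow 4, against 1.13 (SE 0.211) in Cow 1 and 1.01 (SE 0.161) in Cow 2, a gap of 0.67 (SE 0.206) to the bound set in advance, 0.534, which would argue against an effect of the day. Cow 4 had a part in the choice of these miRNAs, though, since a change in Cow 4 on day 3 would have widened the residual spread of their slopes, so that this bound does not decide. For the 6 miRNAs called without Cow 4, the change in Cow 4 was -0.0161 (SE 0.291). It lay below 0.519, the bound set from the change in Cow 1 and Cow 2, by 0.535 (SE 0.297), less than 2 standard errors, so that an effect of the day and one of SCC cannot be told apart. With day as a covariate the slopes kept their sign at -0.38 (SE 0.18), -0.33 (SE 0.11) and 0.20 (SE 0.10), and the calls ended as the standard errors grew and 2 of the slopes shrank. RNA from immune cells and other sources cannot be told apart, since the median slope of 6 immune cell markers was 0.0411, at the 80th percentile of 10000 random lists, with no member called, and inflammation of the udder stays open as untested.

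With clean reads as a covariate, 13 of the 34 miRNAs that differed between Cow 3 and Cow 4 were still called. Cow 3 had fewer clean reads than Cow 4. An effect of library size is argued against, since the slope on clean reads in the other 3 cows gave a median of -0.00459 of the observed difference (bootstrap SE 0.0881). The loss of calls may come from the overlap of clean reads with cow, since the standard errors grew by a median ratio of 1.54 while the differences had a median ratio of 1.01 and all 34 kept their sign. The difference between the animals stays open as untested.

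Chance can be excluded for the differences among the 4 cows, with 62 miRNAs in the real split, at most 4 with single libraries exchanged and at most 41 with both milkings of a day kept together (1 of 100 splits as large in each). Other splits of single libraries gave at most 16 for Cow 3 against Cow 1 (real 30), 28 against Cow 2 (real 40) and 18 against Cow 4 (real 34), each with 1 of 100 as large, which excludes chance for splits of single libraries. With both milkings of a day kept together, chance can be excluded against Cow 4 (highest other 25, 1 of 35 as large) but not against Cow 2 (highest other 41, 2 of 35 as large), where the split with 41 holds all 3 pairs of Cow 3 in 1 group, beside 1 pair of Cow 2. At an unadjusted p below 0.05, the real 54 against Cow 2 stood above a highest other of 52 (1 of 35 as large). The 2 counts therefore differ. Other splits against Cow 2 that kept the 3 pairs of Cow 3 together gave 17 to 41 calls and hold much of the real grouping. Those that divided the pairs of Cow 3 gave at most 8, against the real 40. This argues against chance there, although the share of 2 of 35 does not exclude it. The split with 25 against Cow 4 also kept the pairs of Cow 3 together. Against Cow 1 such splits are too few, at 10, for a share under 0.05 (highest other 1). For the sessions and for the interaction of cow and session, the real count of calls by limma was 0, so that 100 of 100 splits are as large whatever the data, and these splits say nothing about chance. At an unadjusted p below 0.05, there were 2 miRNAs for the sessions against a median of 3 in the other splits, and 1 for the interaction against a median of 2. Sessions exchanged within cows but across days called miRNAs in 6 of the other splits of 100, up to 10.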
